A study of Mus musculus with 16 samples.

How the data were processed

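Gene expression was measured by RNA sequencing in the tibialis anterior, a muscle of the front of the lower leg, of 16 male mice aged 7 weeks, whose strain is given as C57BL/6N in the labels. The labels put 4 mice in each of 4 groups: wild-type mice given phosphate-buffered saline (WT_PBS), wild-type mice given the antisense oligonucleotide ASO1 (WT_ASO), knockout mice of the Bin1mck-/- line given saline (KO_PBS) and knockout mice given the oligonucleotide (KO_ASO). An antisense oligonucleotide is a short synthetic strand that pairs with an RNA and lowers its level, and the series title names Dnm2 as the target. The dose, the schedule of injection and the part of Bin1 that was deleted are not given in the sources used here. Per the labels, RNA was isolated with TRI Reagent and libraries were made with a stranded kit for messenger RNA.

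The authors deposited raw read counts per Ensembl gene, with 1 column per sample, and these counts were not normalized. The submitters' processing notes name cutadapt 1.10, Bowtie2 2.2.8, STAR 2.5.3a and HTSeq 0.6.1p1 and the mouse build GRCm38, also called mm10, without the role of each tool. The Ensembl release, the strand setting of the counting and the read length are not given in the sources used here. The table held 29730 genes, of which 0 had a count of 0 in all samples, so genes without any read had been left out before. All 29730 identifiers matched the GENCODE annotation of GRCm38, from which symbols and coordinates were taken. Reads from overlapping genes on opposite strands can be told apart only if the counting used the strand, and genes with near-identical copies can lose or gain reads, so values of such genes carry that uncertainty. Of the genes named, Bin1, Fam131a, Dnm2, Tmbim1, Tnnt3, Mt2, Myh1, Dnm1, Gadd45a and Atp2a1 overlap a gene on the other strand with a mean of at least 10 counts.

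Total counts per sample ran from 27591900 to 40862854. All 16 samples had reads from Y-linked genes. The lowest mean chi-square per gene between 2 samples of a group was 21.7, where sampling noise alone gives about 1, so no library appeared to have been deposited more than once. Pearson correlations of log2 CPM, counts scaled to a common library size, between samples of a group ran from 0.974 to 0.988.

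Differential expression was tested with edgeR 4.0.16 under R 4.3.3. Genes were filtered with filterByExpr by group, which left 14960 genes and took out 14770. Library sizes were scaled by the trimmed mean of M values (TMM), and a robust quasi-likelihood model with 1 mean per group was fitted to all 16 samples, so that the 4 groups shared the estimate of the spread. The common biological coefficient of variation was 18.7%. P values were adjusted by the Benjamini-Hochberg method within a comparison, and a gene was called a differentially expressed gene (DEG) at an adjusted P value under 0.05. The standard error (SE) of a log2 fold change (log2FC) was its size divided by the square root of the quasi-likelihood F. CPM values are on TMM-scaled library sizes. With TMM the median difference of all genes between KO_PBS and WT_PBS was -0.0076 on the log2 scale, and without scaling beyond library totals it was 0.14, so changes are relative to the TMM scale. Each sample is taken to be a separate mouse. With 4 samples against 4, a two-sided exact permutation test cannot go below 0.0286.

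The recovery share was computed on log2 CPM with a prior count of 2. Genes and their direction were selected with edgeR from 2 KO_PBS and 2 WT_PBS samples and read in the remaining samples, over 36 combinations, so that selection and reading did not share samples. The genes offered to this selection were those left by the filter over all 16 samples. The score of a sample is 0% at the mean of the WT_PBS samples used for reading and 100% at that of the KO_PBS samples, and recovery is the distance of a KO_ASO sample from 100%. Bin1 belonged to the selectable genes, and its exclusion was tried afterwards. The correlation of oligonucleotide effects in the 2 genotypes was computed across genes, which are not independent replicates, and tested over 1225 splits of the samples.

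A set of 10 gene lists, written from general knowledge of muscle, was tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, with adjustment over 30 tests. Estimated correlations and the directional fry test were computed beside it. For lists not called in KO_PBS vs WT_PBS and KO_ASO vs KO_PBS, fry without regard to direction is also given, unadjusted. It was singled out after the values were seen. The lists were fetal and denervation genes, slow fibre, fast fibre, triad and calcium handling, extracellular matrix, macrophage, interferon response, atrophy, nuclear oxidative phosphorylation and dynamins. Of the 22 triad genes 21 were tested. Genes named were Bin1 and Dnm2, then those with the smallest P values among DEGs of at least 2-fold whose groups did not overlap: 4 higher and 4 lower for KO_PBS vs WT_PBS and 3 and 3 for KO_ASO vs KO_PBS, WT_ASO vs WT_PBS and KO_ASO vs WT_PBS. The interaction used 3 and 3 without the overlap condition, and each list called gave its 2 members with the smallest P values. Predicted genes without a symbol were skipped. No other gene was named unless a count was 5 or fewer or the gene was singled out, which is then stated. The tests, the lists, this rule and the alternatives below were fixed before the data were examined, except where stated. H2-Ea-ps and the genes described with it were singled out after their values were seen.

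The alternatives were relative log expression size factors, DESeq2 1.42.0, limma-voom with sample quality weights, no filter, a stricter filter of a CPM of at least 1 in at least 4 samples and on average, a fit to the compared groups alone, the replicate number as a block, and leaving out each sample. An inferred chromosome 17 haplotype as a covariate, and a recovery share without Bin1 and Gm44577, were added after seeing the data. Sequence matches were searched with blastn 2.17.0. The tests were tried on simulated data with the real means, library sizes and spread. In 14960 genes with 200 changed between KO_PBS and WT_PBS, 59.0% of those changed by 1 on the log2 scale and 90.0% of those changed by 2 were called, 9.15% of the calls were false, and a recovery set at 50% was found as 49.7%.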

Results

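The series asked whether lowering Dnm2 with an antisense oligonucleotide alters muscle gene expression in Bin1mck-/- mice, a model of recessive centronuclear myopathy. RNA from the tibialis anterior was sequenced in 4 groups of 4 mice. WT_PBS samples held 35.8 ± 5.52 M counts (SD, n = 4), WT_ASO samples 35.7 ± 3.04 M (SD, n = 4), KO_PBS samples 35.4 ± 2.35 M (SD, n = 4) and KO_ASO samples 31.2 ± 4.93 M (SD, n = 4). The lowest total of a sample was 27591900 counts and the highest 40862854. The 10 most abundant genes took 26.4% ± 1.02 of the counts in WT_PBS (SD, n = 4), 27.0% ± 1.76 in WT_ASO (SD, n = 4), 23.8% ± 0.333 in KO_PBS (SD, n = 4) and 25.3% ± 0.715 in KO_ASO (SD, n = 4).

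The targeted genes were examined first, in every sample. Bin1 (ENSMUSG00000024381, chromosome 18, 32377230 to 32435737, plus strand, GRCm38, protein coding) measured 494.7 ± 40.6 CPM in WT_PBS (SD, n = 4) and 539.0 ± 58.9 CPM in WT_ASO (SD, n = 4). It measured 44.9 ± 3.27 CPM in KO_PBS (SD, n = 4) and 35.5 ± 5.24 CPM in KO_ASO (SD, n = 4). Every knockout sample lay below every wild-type sample. The log2FC for KO_PBS vs WT_PBS was -3.46 (SE 0.12, edgeR adjusted P = 1.92e-11), and the two-sided exact permutation test gave P = 0.0286, the smallest this design allows. KO_PBS retained 9.08% of the WT_PBS level. Bin1 was lower in KO_ASO than in KO_PBS by a log2FC of -0.34 (SE 0.11), which did not pass the threshold (edgeR adjusted P = 0.0937, two-sided exact permutation P = 0.0571). DESeq2 put this difference past the threshold (adjusted P = 0.0410), as did leaving out KO_ASO replicate 3 (edgeR adjusted P = 0.0398).

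Dnm2 (ENSMUSG00000033335, chromosome 9, 21424908 to 21507759, plus strand, protein coding) measured 56.1 ± 5.51 CPM in WT_PBS (SD, n = 4) and 25.7 ± 2.72 CPM in WT_ASO (SD, n = 4), a log2FC of -1.13 (SE 0.11, edgeR adjusted P = 0.000396). It measured 62.8 ± 3.63 CPM in KO_PBS (SD, n = 4) and 24.8 ± 4.48 CPM in KO_ASO (SD, n = 4), a log2FC of -1.34 (SE 0.11, edgeR adjusted P = 1.72e-05). The level after the oligonucleotide was 45.7% of the saline level in wild-type mice and 39.4% in knockout mice, and both exact permutation tests gave the smallest P possible, 0.0286. All 8 oligonucleotide samples lay below all 8 saline samples. Dnm2 in KO_PBS was 112% of WT_PBS, a log2FC of 0.16 (SE 0.11), which did not pass the threshold (edgeR adjusted P = 0.377, exact permutation P = 0.114). A small increase was therefore neither shown nor excluded.

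**Figure D1:**
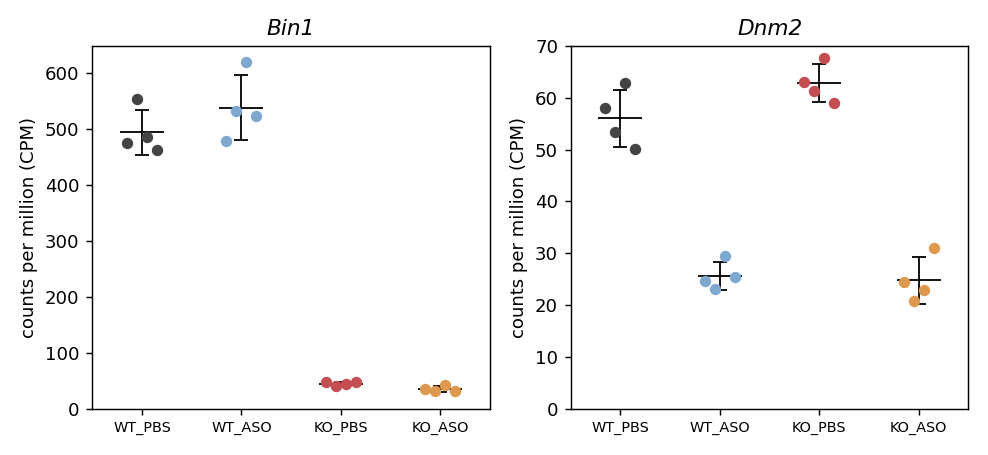
Bin1 (left) and Dnm2 (right) in CPM for each of the 16 samples, by group, with points for samples and bars for the mean and SD of 4 samples. Mean Bin1 is 44.9 CPM in KO_PBS and 35.5 CPM in KO_ASO against 494.7 CPM in WT_PBS, and Dnm2 is lower in both ASO groups.

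Principal component analysis of log2 CPM placed 29.5% of the variance on the first component and 11.7% on the second. On the first component WT_PBS lay at -18.9 ± 7.51 (SD, n = 4), WT_ASO at -23.5 ± 13.7 (SD, n = 4), KO_PBS at 41.4 ± 12.6 (SD, n = 4) and KO_ASO at 1.05 ± 11.3 (SD, n = 4). Of 4 comparisons tested by two-sided exact permutation, KO_PBS vs WT_PBS, KO_ASO vs KO_PBS and KO_ASO vs WT_PBS each gave P = 0.0286 (0.0381 after Benjamini-Hochberg adjustment over 4 tests), and WT_ASO vs WT_PBS gave P = 0.629.

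**Figure D2:**
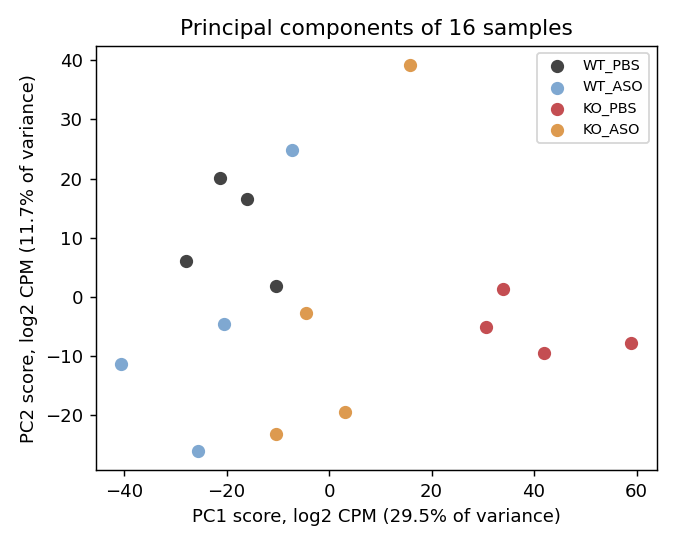
Scores of the 16 samples on the first and second principal components of log2 CPM, colored by group. The 4 KO_PBS samples lie at 30.7 or above on the first component, and the 4 KO_ASO samples lie between -10.3 and 15.8.

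The effect of the genotype was taken from KO_PBS vs WT_PBS. Of 14960 genes tested, 1878 were DEGs by edgeR, 1112 higher and 766 lower in KO_PBS, and 620 of them changed at least 2-fold, 542 higher and 78 lower. The alternative that moved this count most was leaving out KO_PBS replicate 1, which gave 997 DEGs. Gm44577 (ENSMUSG00000109232), a long noncoding gene on chromosome 18 (32462579 to 32509064, plus strand), rose from 0.199 ± 0.0749 CPM in WT_PBS (SD, n = 4) to 7.83 ± 0.723 CPM in KO_PBS (SD, n = 4), with a log2FC of 5.30 (SE 0.21, edgeR adjusted P = 8.81e-11). Its 4 WT_PBS libraries held between 4 and 8 counts each. It begins 26.8 kb beyond the annotated end of Bin1, on the same strand. Ahnak2 (log2FC 3.98, SE 0.22), Ncam1 (2.26, SE 0.15) and Anxa4 (1.58, SE 0.10) were the next higher genes. Besides Bin1, the lower genes were 1700001O22Rik (-4.18, SE 0.52), Gm12319 (-1.06, SE 0.14) and Fam131a (-1.05, SE 0.15). Fam131a overlaps a gene on the other strand that also had counts, so that its value depends on how strand was counted. The 4 KO_PBS and 4 WT_PBS samples did not overlap in any of these genes, which was a condition for naming them.

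**Figure D3:**
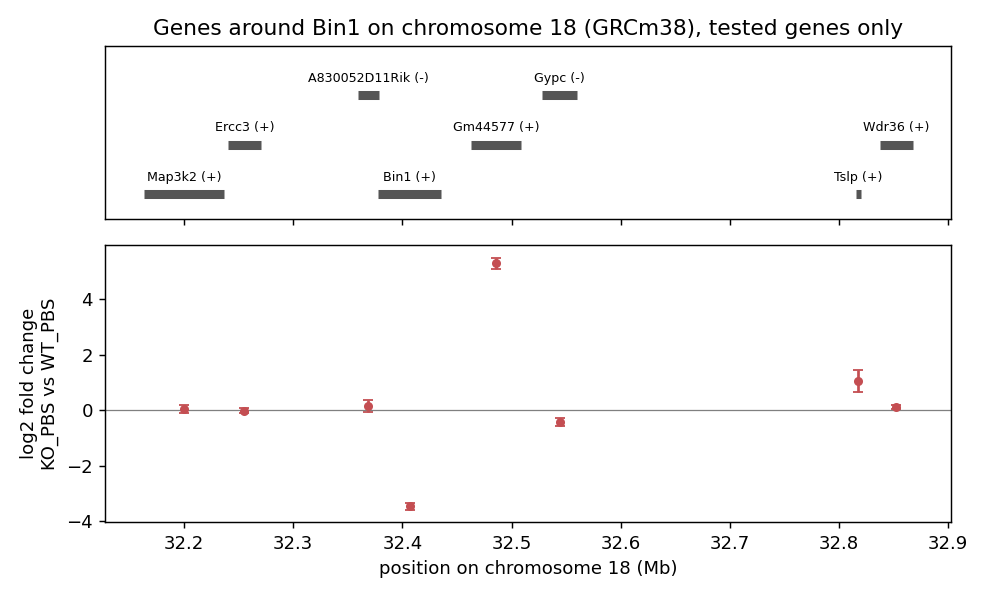
Tested genes around Bin1 on chromosome 18 in GRCm38 (top, with strand) and their log2FC for KO_PBS vs WT_PBS with SE (bottom), against position in Mb. Bin1 is at -3.46 and Gm44577 at 5.30, and the other genes drawn were not called.

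The effect of the oligonucleotide in knockout mice was taken from KO_ASO vs KO_PBS, which gave 544 DEGs by edgeR, 120 higher and 424 lower in KO_ASO, of which 232 changed at least 2-fold. Here limma-voom with sample quality weights moved the count most upward, to 1186, and leaving out KO_PBS replicate 1 moved it most downward, to 208. The 3 leading lower genes were Ahnak2 (log2FC -2.78, SE 0.20), Dnm2 and Ncam1 (-1.54, SE 0.14). The 3 leading higher genes were 1700001O22Rik (3.75, SE 0.52), Mettl11b (1.21, SE 0.19) and Pla2g7 (1.29, SE 0.22). In KO_ASO replicate 4, 1700001O22Rik measured 0.766 CPM, against 3.61 to 5.46 in the other KO_ASO samples and 0.165 to 0.317 in KO_PBS. Mettl11b measured 25.3 CPM in that sample, against 35.2 to 44.1 in the other KO_ASO samples. Mettl11b had 1 WT_ASO sample at 27.3 CPM, below the others of its group. Ahnak2 measured 4.84 ± 1.04 CPM in WT_PBS (SD, n = 4), 77.1 ± 11.8 CPM in KO_PBS (SD, n = 4) and 11.2 ± 2.53 CPM in KO_ASO (SD, n = 4). Gm44577 did not follow this pattern. It measured 7.89 ± 1.002 CPM in KO_ASO (SD, n = 4), with a log2FC of 0.01 (SE 0.15) against KO_PBS.

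Of the 544 DEGs, 479 were also DEGs between KO_PBS and WT_PBS, and all 479 had the opposite direction: 382 were higher in KO_PBS than in WT_PBS and lower in KO_ASO, and 97 were the reverse. Independent lists of these sizes would share 31.5 and 6.14 genes in those directions. Both comparisons use the same KO_PBS libraries. Among the 1878 genotype DEGs, 98.9% had the opposite sign in KO_ASO vs KO_PBS, and in 10 simulations of unchanged groups against shared libraries the same number of top genes had the opposite sign in 85.5%. The simulations called too few genes to give an overlap of calls. With the KO_PBS samples divided between the comparisons, over 6 divisions, 11 to 140 genes were called in both, all of them in opposite directions. The opposite sign was then found in 90.8% to 97.3% of the genotype DEGs. Part of the excess over independent lists may come from the shared libraries.

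The same oligonucleotide in wild-type mice, WT_ASO vs WT_PBS, gave 1 DEG by edgeR, Dnm2. At an unadjusted P under 0.05 there were 965 genes, of 14960 tested. DESeq2 called 33 genes and limma-voom 1.

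Whether the effect of the oligonucleotide differed between genotypes was tested by the interaction, which called 86 genes by edgeR, 9 with a more positive and 77 with a more negative effect in knockout mice, and 52 of at least 2-fold. DESeq2 called 385. The leading genes were Ahnak2 (-2.85, SE 0.29), Tmbim1 (-1.13, SE 0.13) and Anxa4 (-1.08, SE 0.14) on the negative side, and 1700001O22Rik (3.82, SE 0.66), Cxcl9 (2.26, SE 0.44) and Kcnn2 (1.22, SE 0.24) on the positive side. The calls of Cxcl9 (edgeR adjusted P = 0.0314) and Kcnn2 (0.0327) were each lost on leaving out any of 9 samples. For Cxcl9 these were WT_PBS replicates 1 and 4, WT_ASO 1 and 3, KO_PBS 1, 2 and 4, and KO_ASO 1 and 3 (adjusted P from 0.0525 to 0.0885), and for Kcnn2 WT_PBS 1, 3 and 4, WT_ASO 1 and 3, KO_PBS 1 and 4, and KO_ASO 1 and 3 (0.0529 to 0.0896). The call of 1700001O22Rik (0.0176) was lost without KO_PBS replicate 1 (0.0573) and without a filter (0.0540). Tmbim1 overlaps a gene on the other strand that also had counts. Across genes, the Pearson correlation between the oligonucleotide effects in knockout and wild-type mice was -0.0148 over 14960 genes, and the two-sided exact permutation over 1225 splits of the samples gave P = 0.922.

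Treated knockout mice were set against untreated wild-type mice in KO_ASO vs WT_PBS, which differ in both genotype and treatment. This gave 6 DEGs by edgeR, 4 higher and 2 lower, with 1229 genes at an unadjusted P under 0.05. DESeq2 called 95 and limma-voom 5. The lower genes were Bin1 (log2FC -3.80, SE 0.12) and Dnm2 (-1.18, SE 0.11), the target of the oligonucleotide, which did not pass the threshold in KO_PBS vs WT_PBS. The higher genes included Gm44577 (5.31, SE 0.21), Sox11 and Myog (1.94, SE 0.31, edgeR adjusted P = 0.0418). The call of Myog was lost with limma-voom (adjusted P = 0.0591), without a filter (0.1306), in the compared groups alone (0.1331) and with the replicate number as a block (0.0566). It was also lost without WT_PBS replicate 1 (0.1306), 2 (0.0593), 3 (0.138) or 4 (0.243) or KO_ASO replicate 2 (0.1285) or 4 (0.0992). Sox11 had 1 to 3 counts in each WT_PBS library and 18 to 25 in each KO_ASO library, a ratio of 11.4 with a 95% exact interval of 5.51 to 27.2 that covers counting error only. In oligonucleotide-treated mice, KO_ASO vs WT_ASO gave 11 DEGs by edgeR, 6 higher and 5 lower, with Bin1 at a log2FC of -3.92 (SE 0.12). Here 2262 of 14960 genes had an unadjusted P under 0.05, more than in KO_ASO vs WT_PBS, so the low count of DEGs does not show that few genes differed. The count of 11 went to 422 with DESeq2.

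**Figure D4:**
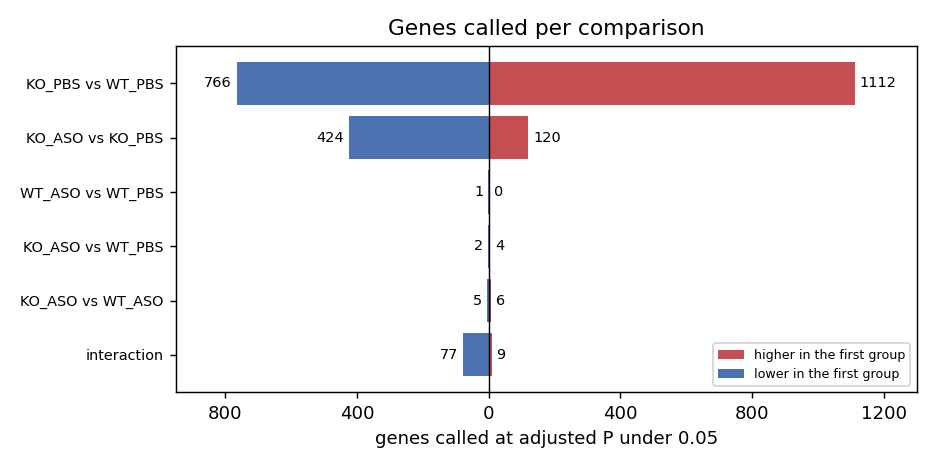
Number of genes called by edgeR at an adjusted P value under 0.05 in each comparison, with bars to the right for genes higher and to the left for genes lower in the first group named. For the interaction, right and left are a more positive and a more negative effect in knockout mice. KO_PBS vs WT_PBS has 1112 higher and 766 lower genes.

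The recovery share measured the genotype difference directly, in genes selected and read in different samples. On average 417.5 genes were selected, from 22 to 1728 over the 36 combinations. The recovery in KO_ASO was 64.3% ± 9.61 (SD, n = 4), with single mice from 55.4% to 74.3% (two-sided exact permutation against KO_PBS, P = 0.0286, the smallest possible). Combinations gave 51.4% to 76.7%. Genes higher in KO_PBS recovered by 64.4% ± 8.07 (SD, n = 4) and genes lower in KO_PBS by 61.4% ± 23.9 (SD, n = 4). All 4 KO_ASO samples still scored above all 4 WT_PBS samples (exact permutation P = 0.0286). WT_ASO scored 0.720% ± 9.62 (SD, n = 4), a difference from WT_PBS within the spread between mice (exact permutation P = 0.943). Of the alternatives other than leaving out samples, omitting the filter on low counts moved the recovery most, to 68.9%.

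**Figure D5:**
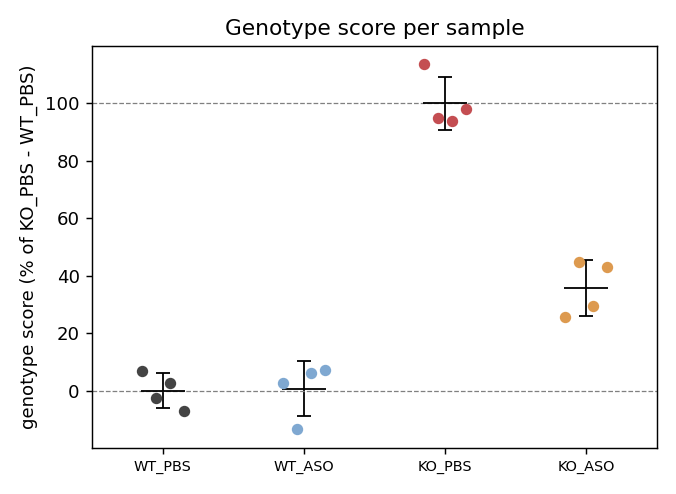
Genotype score of each of the 16 samples in percent, by group, where 0 is the WT_PBS mean and 100 the KO_PBS mean of samples not used to select genes, with points for samples and bars for the mean and SD of 4 samples. The 4 KO_ASO samples lie between 25.7% and 44.7%.

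Among the 10 gene lists, camera called 6 in KO_PBS vs WT_PBS, 7 in KO_ASO vs KO_PBS and 7 in WT_ASO vs WT_PBS after adjustment over 30 tests. With an estimated inter-gene correlation 2 lists were called in each comparison, and other divisions of the same samples gave as many calls at the preset correlation. In KO_PBS vs WT_PBS the fetal and denervation list had a median log2FC of 1.75 (adjusted P = 1.54e-21, and 0.00195 with the estimated correlation), with 14 of 18 genes called over all genes tested and 14 adjusted over the list alone. Its leading genes were Ncam1 and Runx1 (log2FC 2.30, SE 0.25). The atrophy list had a median of 0.45 (adjusted P = 7.86e-07, and 0.0482 with the estimated correlation), with 7 of 15 genes called over all genes and 7 adjusted over the list alone, led by Eda2r (2.83, SE 0.37) and Mt2 (2.97, SE 0.44). The remaining 4 lists were called with the preset and not with the estimated correlation. They were macrophage (median 1.67, 16 of 17 genes called and 17 adjusted over the list alone, led by Cd68 at 3.41 and Cd163 at 1.51), extracellular matrix (0.72, 6 of 23 genes called and 8 adjusted over the list alone, Timp1 at 3.59, with 1 KO_PBS sample at 43.4 CPM against 13.8 to 17.4 in the others, and Loxl1 at 1.46), slow fibre (1.18, 2 of 11 genes called and 3 adjusted over the list alone, Tnni1 at 3.10 and Atp2a2 at 0.76) and fast fibre (-0.40, 5 of 12 genes called and 8 adjusted over the list alone, Tnnt3 at -0.40 and Tnni2 at -0.37). Without KO_PBS replicate 1 neither Tnnt3 (edgeR adjusted P = 0.0504) nor Tnni2 (0.0737) was called, and Tnni2 was not called either without WT_PBS replicate 1 (0.0710), WT_PBS replicate 2 (0.0699) or KO_PBS replicate 4 (0.0838). Fry, which tests whether the genes of a list move on balance in one direction without comparing them with other genes, called 5 of the 6 lists (adjusted P of 5.3e-06 for fetal and denervation, 0.000508 for atrophy, 0.00663 for macrophage, 0.00427 for fast fibre and 0.0412 for extracellular matrix) and not slow fibre (0.1055). The triad, interferon, oxidative phosphorylation and dynamin lists, with medians of -0.19, -0.09, -0.04 and 0.11, were not called. Over all genes 5, 0, 1 and 0 of their members were called, and adjusted over the list alone 10, 0, 0 and 2. Of the 21 triad genes tested 7 had a positive log2FC. Fry without regard to direction gave unadjusted P values of 5.41e-07, 0.563, 0.337 and 0.464 for these 4 lists. The triad list thus did not move on balance in 1 direction, while members of it changed.

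In KO_ASO vs KO_PBS the fetal and denervation list (median -0.82, 7 of 18 genes called and 11 adjusted over the list alone, Ncam1 at -1.54 and Runx1 at -1.49) and the dynamin list (-0.30, 1 of 4 genes called and 2 adjusted over the list alone, Dnm2 at -1.34 and Dnm1 at -0.63) were called with both correlations. The dynamin list holds Dnm2, the target of the oligonucleotide, and was not tested without it, and 2 of its 4 genes were higher in KO_ASO, so its call says little beyond Dnm2. Macrophage (-1.55, 11 of 17 genes called and 17 adjusted over the list alone, Cd68 at -2.63 and Cd163 at -1.58), extracellular matrix (-0.76, Timp1 at -2.86 and Dcn at -0.68), interferon response (0.45, Ifit1 at 1.12 and Ifit3 at 1.15), atrophy (-0.21, Map1lc3a at -0.61 and Ctsl at -0.36) and fast fibre (0.26, Myh1 at -0.61 and Tnnt3 at 0.27) were called with the preset and not with the estimated correlation. Fry called 6 of the 7 lists, among them macrophage (adjusted P = 0.00875), extracellular matrix (0.0412), interferon response (0.017) and atrophy (0.017), and not fast fibre (0.0533). Myh1 (0.0208) and Tnnt3 (0.0333), not called by edgeR, were called by DESeq2. Adjusted over the list alone, 10 of 23 extracellular matrix, 6 of 18 interferon, 6 of 15 atrophy and 0 of 12 fast fibre genes passed, against 3, 2, 3 and 0 over all genes. Dcn (edgeR adjusted P = 0.0390) and Ctsl (0.0345) were near the threshold. Dcn was not called without KO_PBS replicate 1 (0.118) or 4 (0.0920) or KO_ASO replicate 1 (0.1301), 2 (0.0809) or 3 (0.0907), nor without a filter (0.0551) or in the compared groups alone (0.0625). Ctsl was not called without KO_PBS replicate 1 (0.0895) or 4 (0.0827) or KO_ASO replicate 1 (0.0751), 2 (0.0607), 3 (0.0875) or 4 (0.0513), nor in the compared groups alone (0.0533). Dnm1, not called over all genes (0.0553), was called without KO_PBS replicate 2 (0.0248) or KO_ASO replicate 4 (0.0275), with DESeq2 (0.0119), with limma-voom (0.0289) and without a filter (0.0458). It was also called with the replicate number as a block (0.0349). Slow fibre, triad and oxidative phosphorylation, with medians of 0.11, 0.08 and 0.05, were not called. Fry without regard to direction gave them unadjusted P values of 0.41, 0.000396 and 0.574. The slow fibre list had a positive median and mean while camera ranked it down.

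In WT_ASO vs WT_PBS the atrophy list (median 0.30, 0 of 15 genes called and 6 adjusted over the list alone, Mt1 at 1.53 and Mt2 at 1.77, both called by DESeq2 at adjusted P values of 0.0012 and 0.0290) and the dynamin list (-0.27, 1 of 4 genes called and 1 adjusted over the list alone, Dnm2 at -1.13 and Dnm1 at -0.39) were called with both correlations, the dynamin list again with Dnm2 in it. Fry called these 2 as well and none of the other 5. With the preset and not with the estimated correlation, fetal and denervation (0.30, Gadd45a at 0.55 and Cdkn1a at 0.77), fast fibre (0.20, Tnnt3 at 0.20 and Mylpf at 0.27), triad (0.11, Cacng1 at 0.53 and Atp2a1 at 0.23), extracellular matrix (-0.19, Lum at -0.76 and Lox at 0.79) and macrophage (0.35, Cd163 at 0.48 and Cd68 at 0.48) were called, and 0 of their genes were called over all genes or adjusted over the list alone. Slow fibre, interferon response and oxidative phosphorylation, with medians of 0.06, -0.0012 and -0.02, were not called. Camera ranked slow fibre down with a positive median and mean (0.09), and interferon response up with a mean of 0.04.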

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

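The tests of Gm44577 against the muscle state and against run-on transcription were chosen after the values were seen, and the other tests in this part before.

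The effect of the oligonucleotide differed between knockout and wild-type mice in 86 genes by the interaction term. Among the genes named, 14 passed it: Ahnak2 (-2.85), Anxa4 (-1.08), Ncam1 (-1.52), 1700001O22Rik (3.82), Cxcl9 (2.26), Kcnn2 (1.22), Tmbim1 (-1.13), Sox11 (-3.66), Cd68 (-3.11), Cd163 (-2.05), Mt2 (-2.96), Map1lc3a (-0.88), Ctsl (-0.60) and Gadd45a (-1.11), each as the log2 difference of the 2 effects. The value of Sox11 depends on the prior count, since WT_PBS libraries held 1 to 3 counts. The interaction calls of Ncam1, Sox11, Cd68, Cd163, Mt2, Map1lc3a, Ctsl and Gadd45a were not tried under the alternatives. Cd163 (edgeR adjusted P = 0.0391), Ctsl (0.0405), Mt2 (0.0437) and Gadd45a (0.0437) lay nearer the threshold than Cxcl9 and Kcnn2. The stability of these calls is therefore not known. A difference in depth was argued against as the source of the count, since 77 genes were called after thinning all samples to 27591900 counts. How many of these were among the 86 was not counted. Trends on GC content and gene length were argued against as well, since their removal left 87 called, 67 of them among the 86. Of 100 divisions of the mice within genotype, 2 gave 86 genes or more, the real one included, and the highest other gave 86. Most of these divisions mixed KO_PBS with KO_ASO mice, which breaks up the effect of the oligonucleotide in knockout mice. For that reason this share cannot exclude chance for the number of genes. The 4 other divisions that kept the knockout mice together and mixed wild-type mice gave 86, 65, 58 and 31 genes, and the remaining ones 14 at most. Mixing wild-type mice alone thus gave counts from 31 up to the real 86. These 4 divisions kept the effect of the oligonucleotide in knockout mice, so their counts do not show what chance alone gives. Neither kind of division can therefore exclude or show chance for the number of genes. A difference between the genotypes was tested in each gene by the interaction term. An example is Ahnak2, with a log2FC of -2.78 (SE 0.20) in knockout and 0.07 (SE 0.21) in wild-type mice. Treatment and genotype, which the design names, remain open as the biological source. Reads from other cell types remain open too, because Cd68 and Cd163 belong to the macrophage list, and their share was not measured.

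For KO_PBS vs WT_PBS, 1 of 35 divisions gave 1878 genes or more, the real one, and the highest other gave 0. This is the smallest share that 35 divisions can give, and all others mixed KO_PBS with WT_PBS mice. It argues against chance there without excluding it. After thinning 1786 genes were called, without a count of those among the 1878. The correction for GC content and length gave 2186, of which 1799 were among the 1878. For KO_ASO vs KO_PBS, 1 of 35 divisions reached 544 genes and the highest other gave 2. For KO_ASO vs WT_PBS, 1 of 35 reached 6 genes and the highest other gave 1. Chance could not be excluded for the single gene of WT_ASO vs WT_PBS as a count, where 2 of 35 divisions reached 1 gene and the highest other gave 9, although Dnm2 itself separated the groups. For KO_ASO vs WT_ASO, 3 of 35 divisions reached 11 genes and the highest other gave 86, several times the real count, which points to a structure of these samples beside the genotype. That division put both samples numbered 1 on one side and both numbered 4 on the other, and left those numbered 2 and 3 by genotype. Another, giving 56 genes, parted replicates 1 and 2 from replicates 3 and 4. A structure that goes with the replicate number remains open. Deviations of same-numbered WT_ASO and KO_ASO samples correlated at 0.408, 0.0128, 0.190 and 0.435 for replicates 1, 2, 3 and 4. With the replicate number as a block, KO_ASO vs WT_ASO gave 44 genes, and the divisions were not repeated with the block.

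For the number of gene lists called, chance could not be excluded in any comparison. In KO_PBS vs WT_PBS 14 of 35 divisions gave 6 lists or more, with 8 as the highest other. This concerns the count of lists at the preset correlation and not single lists: 16 of 17 macrophage and 14 of 18 fetal and denervation genes were called there, while no other division called any gene. In KO_ASO vs KO_PBS 5 of 35 gave 7 or more, with 7 as the highest other, and in WT_ASO vs WT_PBS 3 of 35 gave 7 or more, with 8 as the highest other.

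A sample far from the others of its group was found in 5 of 188 groups of values, where chance gives about 1 in 20, or 9.4. Mettl11b in WT_ASO replicate 4 measured 27.3 CPM, against 42.3 to 44.9 in the other samples of the group. Runx1 in KO_ASO replicate 2 measured 5.98 CPM against 3.03 to 3.45. Timp1 in KO_PBS replicate 1 measured 43.4 CPM against 13.8 to 17.4. Loxl1 in KO_ASO replicate 1 measured 6.19 CPM against 11.1 to 11.7. Cd68 in WT_PBS replicate 1 measured 2.19 CPM against 1.86 to 1.91. The number is below that from chance, and no explanation, technical or biological, was tested for these 5 values.

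Gm44577 was raised in all 8 knockout samples and did not follow the other genes when the oligonucleotide was given. A response to the muscle state was argued against, since the log2FC for KO_ASO vs KO_PBS was 0.0123 (SE 0.15), while the recovery over the selected genes was 64.3%. Reads shared with another raised gene were argued against: 1 gene had a transcript matching over at least 100 bases, it was tested, and 0 such genes were called higher. Transcription running on from the edited Bin1 locus is a candidate explanation that cannot be told apart from others, because 0 tested genes lie between Bin1 and Gm44577 and counts per gene do not show reads between genes. A variant in the DNA flanking the edited locus also remains open. Within 1 Mb, edgeR called 0 of the 17 other tested genes in KO_PBS vs WT_PBS, and 5 had an unadjusted P under 0.05.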

How the results depend on the processing

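The haplotype covariate and the recovery share without Bin1 and Gm44577 were added after the data were seen; the other alternatives were planned. Bin1 in KO_PBS vs WT_PBS (log2FC -3.54 to -3.40), Dnm2 in KO_ASO vs KO_PBS (-1.47 to -1.28), Dnm2 in WT_ASO vs WT_PBS (-1.20 to -1.06) and Dnm2 in KO_PBS vs WT_PBS (0.11 to 0.23) kept their direction and their side of the threshold in all 16 alternatives each. The recovery share ran from 59.5% to 68.9% over 19 alternatives and was 65.9% without Bin1 and Gm44577 and 65.6% when all samples were used to select and read. Its exact permutation P was the smallest the design allows, 0.0286, in each of them, which says nothing about stability. Of 61 other gene and comparison pairs, for which the haplotype covariate was not run, 47 kept direction and side in the alternatives run and 0 reversed. Of 956 values for these pairs 895 kept both, 49 lost the call and 12 gained it. Sox11 gave no value under the stricter filter, which removed it.

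KO_PBS vs WT_PBS ran from 1464 to 2723 genes when no sample was left out, and from 997 to 1694 when 1 was, with 997 without KO_PBS replicate 1 and 1080 without WT_PBS replicate 4. KO_ASO vs KO_PBS gave 1056 genes with DESeq2, 1186 with limma-voom and 300 in the compared groups alone. Leaving out a sample gave 208 to 831: 208 without KO_PBS replicate 1, 322 without KO_PBS replicate 4, 212 without KO_ASO replicate 1, 328 without replicate 2, 263 without replicate 3 and 831 without replicate 4. Of the 544 genes, 542 were also called by DESeq2 and 524 by limma-voom, so the larger counts contain nearly all of them.

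WT_ASO vs WT_PBS gave 33 genes with DESeq2 and 3 without a filter, and 1 to 4 on leaving out a sample, with 4 without WT_PBS replicate 2. KO_ASO vs WT_PBS gave 95 with DESeq2, and 4 to 11 on leaving out a sample, with 11 without KO_ASO replicate 3. KO_ASO vs WT_ASO was the least stable: 6 with relative log expression factors, 422 with DESeq2, 2 with limma-voom, 2 in the compared groups alone and 6 with the haplotype covariate. Leaving out a sample gave 2 to 19: 4, 2 and 2 without WT_ASO replicates 1, 2 and 3, and 4, 3, 19 and 2 without KO_ASO replicates 1, 2, 3 and 4. The interaction gave 385 with DESeq2, and 23 to 102 on leaving out a sample: 47, 47 and 23 without WT_PBS replicates 1, 2 and 4, 32 and 38 without WT_ASO replicates 1 and 3, 26, 38 and 51 without KO_PBS replicates 1, 2 and 4, and 37, 49 and 31 without KO_ASO replicates 1, 2 and 3. Leaving out a sample leaves fewer to test, but some counts rose, and for these and for the other settings the cause was not tested.

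The gene lists called fell to 2 in each comparison with an estimated correlation. Fry called 5 in KO_PBS vs WT_PBS, 6 in KO_ASO vs KO_PBS and 2 in WT_ASO vs WT_PBS. In WT_ASO vs WT_PBS, leaving out a sample gave 4 to 8, with 4 without WT_ASO replicate 3. The correlation of oligonucleotide effects changed sign to 0.0015 as a rank correlation and to 0.0522 in genes not changed by genotype, was -0.142 in genes changed by genotype, and ran from -0.121 to 0.0488 on leaving out a sample. Its permutation P value stayed above the threshold in all 23 alternatives.

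The replicate number does not pair the samples by the labels, and 11 of 24 same-numbered pairs had correlated deviations above 0.1 (from -0.0777 to 0.435). Even so, 14 of 16 samples correlated best with a sample of their own number, although most samples they were compared with carried another number. This points to a structure that goes with the replicate number, and its source is not known. The main counts were fitted without it, and each was lower than the count with the block given next. With the replicate number as a block, WT_ASO vs WT_PBS gave 2 genes and KO_ASO vs WT_ASO 44, KO_PBS vs WT_PBS 2322, KO_ASO vs KO_PBS 752, KO_ASO vs WT_PBS 8 and the interaction 126. Among named genes, Myog in KO_ASO vs WT_PBS was then not called (adjusted P = 0.0566) and Dnm1 in KO_ASO vs KO_PBS was called (0.0349). Depth limits low genes above all, such as Sox11 with 1 to 3 counts in each WT_PBS library.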

Other observations

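All tests in this part were chosen after the result was seen, except the search for copies of chromosome 17 genes. H2-Ea-ps was singled out because its counts were near 0 in some samples and not in others regardless of group.

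H2-Ea-ps, a pseudogene of the major histocompatibility region of chromosome 17, was detected in 10 samples and nearly absent in 6. The 10 were 1 of 4 in WT_PBS and 3 of 4 in each of WT_ASO, KO_PBS and KO_ASO. Apart from H2-Ea-ps, 7 genes separated the same 10 and 6 samples completely with a mean difference of at least 2 on the log2 scale, while 200 random divisions into 10 and 6 gave 2 such genes at most. Of the 7, 5 lay on chromosome 17, between 34771395 and 36164443 by their starts: Tnxa, H2-Q2, Gm10499, Gm18733 and Gm8909. That is 71.4%, against 4.95% of all tested genes, and it is consistent with a strain variant on chromosome 17 that was not shared by all mice, although the labels give 1 strain. The 2 outside it, Gm10260 on chromosome 13 and Gm6368 on chromosome X, both had a close match on chromosome 17, Rps18 at 99.1% identity and Hsp90ab1 at 91.0%, so 2 of 2 were in keeping with reads moving between chromosome 17 genes and copies elsewhere. Mislabelled samples were argued against, since 0 samples had Bin1 or Dnm2 on the wrong side for their label. Group membership was argued against, as every group held both kinds of sample (two-sided Fisher exact P = 0.568).

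The uneven spread of this inferred haplotype, 1 of 4 in WT_PBS against 3 of 4 elsewhere, may add to comparisons with WT_PBS. With the inferred haplotype as a covariate, KO_PBS vs WT_PBS called 2084 genes, of which 1595 were among the 1878, and WT_ASO vs WT_PBS called 1. KO_ASO vs WT_PBS called 6, of which 5 were among the original 6. The interaction called 70, of which 57 were among the 86. The genotype calls were therefore not ended by this covariate, and single genes near the region on chromosome 17 remain uncertain. No genotyping of the mice was analysed here.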
